A study of Mus musculus with 27 samples. Its data were reported in "CMTM6 mediates the Warburg effect and promotes the liver metastasis of colorectal cancer" (2024).

How the data were processed

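Desmin-negative tumour segments of MC38 liver metastases were profiled with the GeoMx mouse whole-transcriptome probe panel, in 14 control regions and 13 regions labelled CMTM6 knockdown. Groups came from the sample labels, and replicates were numbered within a group by the region numbers in the labels. The study's methods state that areas were chosen by immunofluorescence for pan-cytokeratin and desmin, that released tags were sequenced and turned into counts per target, and that the GeoMx DSP Analysis Suite was used; software versions and any filter on targets are not given in the sources used here. The study used 3 mice per group, which the labels do not tie to regions, so regions were the units of every test, some of them shared an animal, and p-values over regions are too small. For the same reason SEs are too small and intervals too narrow. No label gives a batch.

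The values deposited by the authors are normalized signal per target, 1 column per region and 19615 targets, with no negative probe row in the table used here. Nearly all deposited signal values of a region were whole multiples of 1 step (at least 99.98% of them, within a tolerance of 0.01 of a whole number), and the sum divided by the step was used as the region's total. The lowest reading of a region was 10 to 126 steps, which alone does not settle whether the step is 1 count. No count model was run. The geometric mean of the step sizes was 1 within each group. Steps of 1 count would give that if the scaling factors had a geometric mean of 1, which the sources used here do not state. The upper quartile (percentile 75) of the deposited signal was equal within each group to a coefficient of variation of 0.184% and 0.178%, and it was 1.46-fold higher in control regions. The authors' upper-quartile normalization had therefore been run on each group alone. It removed the spread of the upper quartile in steps between regions of a group and left the difference between the groups in place, so a test on the deposited signal compares separately normalized tables.

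For this reason the comparison fixed before the data were examined, limma on log2(deposited value + 1), is given beside the same fit after each region was set to the same median over all genes. That scaling had also been fixed beforehand, as an alternative, and its values are called the common scale; the choice to lead with it was made after the data were seen. The median log2 level per region and the background level are given as deposited. A common scale gives changes relative to the other genes and cannot show a change of all transcripts together. Fold changes are on the log2(value + 1) scale.

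The 1122 background genes were the odorant, vomeronasal, taste and trace amine receptor genes, taken by symbol. A gene counted as above background when its mean log2 value was over percentile 95 of that list (7.63 as deposited), which 10799 genes were. Genes were tested with limma (trend and robust settings, two-sided, Benjamini-Hochberg over all 19615 targets, threshold 0.05). The study's thresholds, an unadjusted p under 0.05 and a fold change over 1.5, were counted too. The 35 gene lists with at least 5 measured members were written beforehand and tested with camera (preset correlation 0.01, and an estimated one), with fry, and, added later, by the mean log2 of the list in each region with a permutation test (100000 resamples, two-sided) adjusted over the 35 lists. Intervals at 95% for levels and list means assume equal variances and independent regions, so they are too narrow. Genes named in the text were those the study asked about, the 10 largest increases and 10 largest decreases among called genes above background on each scale, and in each list up to 4 genes with the smallest p and up to 2 with the highest mean; Ciita, Cd74, H2-Aa, H2-Ab1 and H2-Eb1 were grouped as class II genes after their values were seen.

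Alternatives fixed beforehand were the pseudocount, a filter to genes above background, scaling by total, TMM, quantiles or housekeeping genes, background subtraction, region weights, limma without its trend and robust settings, a rank-sum test, and each region left out in turn. Added after the data were seen were the exact form of the rank-sum test, the same upper quartile, covariates for the background ratio and the log2 total, covariates for the hepatocyte, macrophage and T or NK cell lists, and fits without the region with the lowest total, without control regions 6 and 7, or without the region of highest background in each group. TMM factors were computed with an own implementation. The 169 pairs of regions within a group differed by more than sampling noise (chi-square per degree of freedom at least 2.26), so none was taken for a repeat of another.

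The fits were tested on simulated data with 19615 targets. For this comparison 60% of 50 genes changed 1.2-fold and 96% of 50 changed 1.5-fold were recovered, 100% at 2-fold and 3-fold, and 0.0721% of unchanged genes were called. The simulated regions kept the real totals, which differed by -0.56 on the log2 scale between groups. With no overall change simulated beyond that, scaling each group separately gave a median log2 fold change of -0.56 and 19398 genes called lower, against -0.01 for the median on a common scale. The first value returns the difference that was put in, so it is no independent evidence on the deposited values. Simulated regions were independent, unlike regions of 1 animal. Gene coordinates are those of the GENCODE annotation of GRCm38, matched by symbol; the authors' build is not given in the sources used here and probes were not located. Software was R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.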

Results

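The data were whole-transcriptome probe readings from liver metastases grown in C57BL/6 mice after portal vein injection of MC38 cells, a mouse colon carcinoma line. In the GeoMx assay, probes carrying photocleavable tags are hybridized to a tissue section, and the tags released from a chosen region are sequenced. The regions here were the desmin-negative segments, that is, the part of each chosen area left after the desmin-positive fibroblasts were set apart. There were 14 control regions from metastases of cells with a nontargeting shRNA and 13 regions labelled CMTM6 knockdown, each with 19615 targets. CMTM6 is a membrane protein known to protect PD-L1 from degradation. The labels do not tie regions to mice and the study used fewer mice than regions, so some regions shared an animal, p-values over regions are too small and intervals too narrow. Divided by the step of which nearly all values in a region were whole multiples, the totals ranged from 4223031 to 26328209 steps, with a mean of 17598705 ± 5035582 in control regions (SD, n = 14) and 12293959 ± 4509360 in knockdown-labelled regions (SD, n = 13), a log2 difference of -0.56 (permutation p = 0.00738). If a step is 1 count, these totals are the sequencing depth.

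The first question was whether transcript levels were lower throughout the knockdown-labelled metastases. As deposited, 19554 of the 19615 targets had a lower mean log2 value in the knockdown-labelled regions, including the odorant, taste and vomeronasal receptor genes that served as background. The median over genes of log2(value + 1) was 8.14 ± 0.09 in control regions (SD, n = 14) and 7.63 ± 0.10 in knockdown-labelled regions (SD, n = 13), a difference of -0.50 (95% interval -0.58 to -0.43; two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The 1122 background genes differed by -0.53 (95% interval -0.66 to -0.41; permutation p = 1e-05), and their difference from the median of all genes was -0.03 (permutation p = 0.218). The upper quartile over genes was 788 ± 1.45 in the control regions (SD, n = 14) and 539 ± 0.959 in the knockdown-labelled regions (SD, n = 13), so it was equal within each group and differed by -0.55 on the log2 scale between groups. The values of the groups had thus been scaled separately, and the levels set side by side in this paragraph cross that division. Relative to the upper quartile, the background genes stood at 0.209 ± 0.0208 in control regions (SD, n = 14) and 0.213 ± 0.0253 in knockdown-labelled regions (SD, n = 13), a difference within the spread between regions (permutation p = 0.661). With every region set to the same upper quartile, the median log2 fold change over genes was 0.004 instead of -0.54. Some regions shared an animal, so these p-values are too small.

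**Figure D1:**
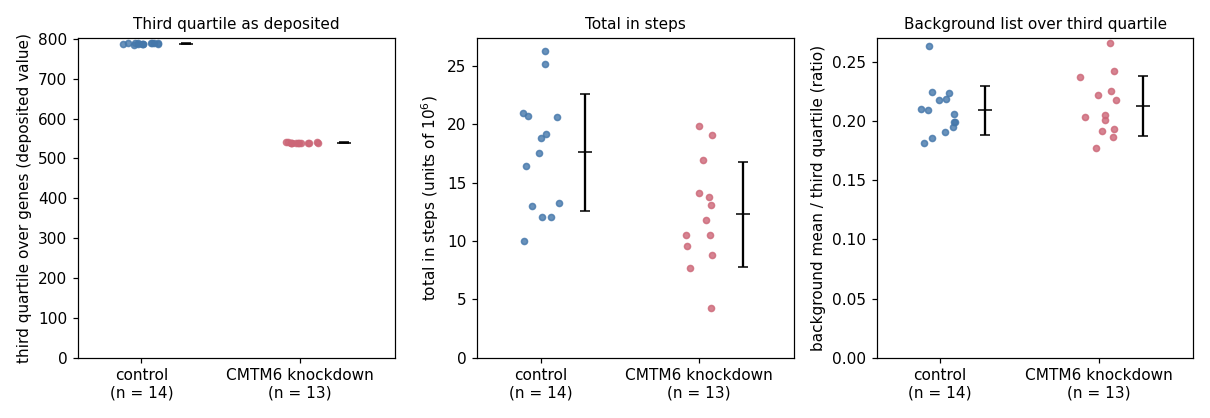
Each point is 1 region and the black mark is the mean ± SD of its group (14 control and 13 knockdown-labelled regions). The left panel plots the upper quartile over genes in deposited units, the middle panel the total in steps, and the right panel the ratio of the background genes to the upper quartile. The upper quartile is 788 in one group and 539 in the other with almost no spread, whereas the background ratio overlaps between groups.

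**Figure D2:**
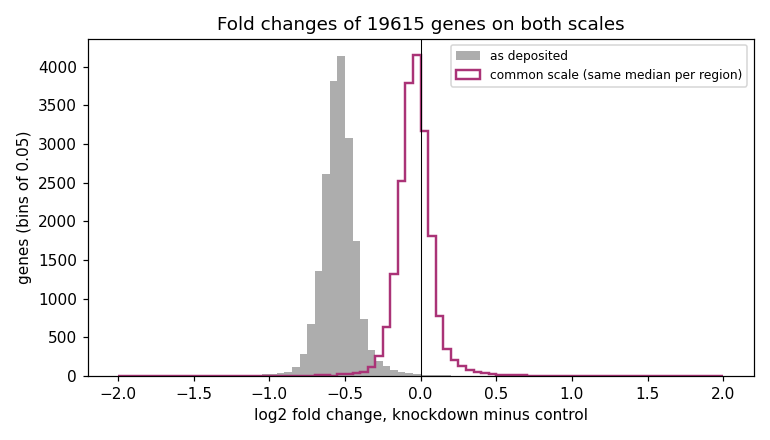
Histogram of the log2 fold change (knockdown minus control) of each target, with the number of genes per bin on the y axis. The grey bars are the deposited values, with a median of -0.54, and the line is the same values after every region was set to the same median over genes, with a median of -0.04.

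The targeted gene came first as a check of the labels. Cmtm6 (ENSMUSG00000032434.9, chromosome 9, 114731116 to 114749344 on GRCm38) had a common-scale value, after every region was set to the same median over genes, of 645 ± 57.1 in control regions (SD, n = 14) and 621 ± 86.5 in knockdown-labelled regions (SD, n = 13). Its log2 fold change was -0.06 (SE 0.07; limma adjusted p = 0.631). The lower 95% bound was -0.20, in an interval that is too narrow because some regions shared an animal. The fold change was 0.08 with housekeeping scaling and below 0 with the other scalings. As deposited, the log2 fold change was -0.57 (SE 0.06; limma adjusted p = 1.27e-10), which lay at percentile 38.7 of all genes, and thus near the middle of the shift described above. The probe did not show a lower Cmtm6 level relative to other genes, so the regions are called knockdown-labelled throughout, and directions below are those between labels. These p-values are too small because some regions shared an animal.

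The study asked whether CMTM6 acts on how the glucose transporter Glut1 (Slc2a1) reaches the cell surface, a route in which the recycling GTPase Rab11 takes part. In cultured human cells the study reported less Glut1 protein at a comparable mRNA level, and less Rab11 mRNA. In the metastases it reported fewer cells that stained for the proliferation marker Ki67. The transcripts, not the proteins, of Glut1, Rab11, PD-L1 (Cd274) and Ki67 (Mki67) were compared here. On the common scale none of these transcripts passed the test in limma over all genes. Slc2a1 was 931 ± 583 in control regions (SD, n = 14) and 610 ± 134 in knockdown-labelled regions (SD, n = 13), a log2 fold change of -0.45 (SE 0.21; limma adjusted p = 0.224). Rab11a and Rab11b had log2 fold changes of -0.02 and -0.02 (SE 0.06 and 0.08, limma adjusted p = 0.907 and 0.921), Cd274 had 0.31 (SE 0.19, limma adjusted p = 0.355) and Mki67 -0.03 (SE 0.12, limma adjusted p = 0.932). As deposited, Slc2a1, Rab11a, Rab11b and Mki67 passed the test, with log2 fold changes of -0.95, -0.52, -0.52 and -0.53, and Cd274 did not, with -0.19 (limma adjusted p = 0.368). As some regions came from the same animal, these p-values are too small.

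**Figure D3:**
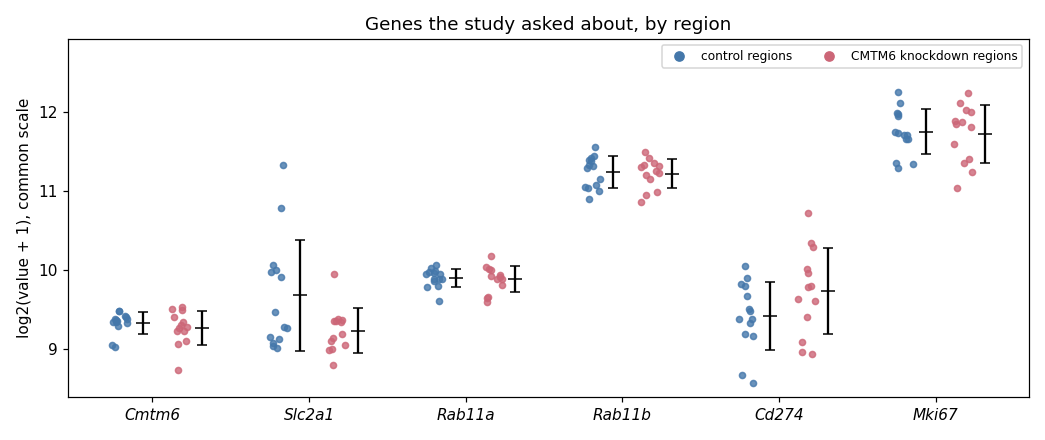
Each point is 1 region, with log2(value + 1) on the common scale on the y axis and the mean ± SD of the group beside it (14 control and 13 knockdown-labelled regions). The groups overlap for Cmtm6, Rab11a, Rab11b and Mki67, and 2 control regions lie above the others for Slc2a1.

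The comparison of all genes was made on the common scale. The genes with the largest increases encoded antigen-presenting class II molecules and plasma proteins made by hepatocytes: Alb rose by a log2 fold change of 1.55 (SE 0.41; limma adjusted p = 0.0352), H2-Ab1 by 1.41 (SE 0.22; adjusted p = 0.00276), H2-Aa by 1.33, Cd74 by 1.29, Mup13 by 1.27, Apoa1 by 1.24, H2-Eb1 by 1.17, the chemokine Cxcl9 by 1.15, Apoa2 by 1.02 and Serpina3k by 0.98. Mup13 belongs to a family of near-identical genes, so its value is uncertain. The largest decreases were those of Vegfa, the angiogenic growth factor, at -0.85 (SE 0.19; limma adjusted p = 0.0148), the transferrin receptor Tfrc at -0.82, Adm2 at -0.81, the mitochondrial folate enzyme Aldh1l2 at -0.79, the stress-response factor Atf5 at -0.71, the lactate transporter Slc16a3 at -0.70, Fam162a at -0.65, Pdk1 at -0.63, Stc2 at -0.63 and the glycolytic enzyme Pgk1 at -0.62. On the log2 scale, all 13 knockdown-labelled regions lay below the control mean of log2 values for Vegfa, Tfrc, Atf5, Aldh1l2, Fam162a, Pdk1, Stc2 and Pgk1, and all 13 lay above it for H2-Ab1, H2-Aa, Cd74, H2-Eb1 and Cxcl9. Of the 10 largest increases and 10 largest decreases found in the deposited values, 9 and 6 were the same genes. The others were H2-DMb1, higher on both scales, and Ero1a, Prl2c3 (also of a family of near-identical genes), Trib3 and Areg, whose decreases did not pass the test on the common scale (limma adjusted p = 0.118, 0.120, 0.0561 and 0.182). With the log2 total of each region as a covariate, H2-Ab1, H2-Aa, Cd74, H2-Eb1 and H2-DMb1 still passed, at 1.55, 1.47, 1.44, 1.35 and 1.05, whereas none of the 10 decreases did, with Vegfa at -0.69 (SE 0.21; limma adjusted p = 0.199) and the lowest adjusted p = 0.102 for Atf5, nor did Alb at 1.44 (SE 0.48; limma adjusted p = 0.245), Cxcl9 (limma adjusted p = 0.0799), Mup13, Apoa1, Apoa2 or Serpina3k. Of all genes named in the report, only H2-Ab1, H2-Aa, Cd74, H2-Eb1, H2-DMb1 and Ciita passed with this covariate. The folds of the other increases were then 1.34 for Cxcl9, 1.05 for Mup13, 1.13 for Apoa1, 0.97 for Apoa2 and 0.91 for Serpina3k. Their SEs were larger than without it. Fam162a, Adm2 and Slc16a3 did not pass with the same upper quartile, at similar folds of -0.61, -0.77 and -0.66 (limma adjusted p = 0.0942, 0.0631 and 0.0632), and Alb, Apoa1, Adm2 and Fam162a did not without knockdown-labelled region 13, which had the lowest total (limma adjusted p = 0.0527, 0.0573, 0.0554 and 0.0731). Among called genes named here or below, background subtraction ended the calls of Alb, Apoa1, Serpina3k, Slc16a3, Fam162a, Gapdh, Csf1r, Xrcc6, Ehd3, Erbb3, Eef1b2, Tgfb2, Ctsl and Tet2, housekeeping scaling those of Adm2, Fam162a, Aldoa, Eif3c, Atr, Xpa, Erbb3, Cxcl11, Tgfb2, Ctsl, Tet2 and Rpl13a, and leaving out control regions 6 and 7 those of Adm2, Slc16a3, Fam162a, Gapdh, Cd3e, Trac, Csf1r, Eif3c, Eef1b2, Ehd3, Cxcl11, Tgfb2, Ctsl, Tet2 and Rpl13a. The calls ended by background subtraction did not lose fold: Alb was then at 1.92 (SE 0.71), Apoa1 at 2.72 (SE 1.02), Slc16a3 at -0.73 (SE 0.20) and Gapdh at -0.39 (SE 0.11). The housekeeping reference itself had a list mean of -0.14, so scaling by it shrinks decreases. Some regions shared an animal, so these p-values are too small.

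In limma over 19615 targets, 256 genes were higher and 507 lower in the knockdown-labelled regions at an adjusted p under 0.05, and 41 were higher and 23 lower at the study's thresholds of an unadjusted p under 0.05 and a fold change over 1.5. As deposited, the counts were 14 higher and 19222 lower, and 8 higher and 6255 lower at the study's thresholds. The share of higher genes among those called was 33.6%, but it was 50.8% with the same upper quartile, 63.8% with the same total, 59.5% with TMM scaling, 47.6% with quantile normalization and 96.5% with housekeeping scaling, so the counts by direction depended on the scaling. With the log2 total as a covariate 23 were higher and 4 lower, and the lower count was 204 without knockdown-labelled region 8 and 1109 without control region 13, while 10 genes were lower at the study's thresholds without control region 6. Without control regions 6 and 7, which had the highest hypoxia list means, 133 were higher and 163 lower, and 45 and 8 at the study's thresholds. A split of the regions into unbroken runs of region numbers, in place of the labels, called 551 genes with 9 regions on the other side. These p-values are too small because some regions shared an animal.

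Genes of class II antigen presentation, H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ciita, rose in the knockdown-labelled regions. They were the 5 members of the antigen presentation list that were higher, whereas of its 21 measured members 0 were lower and 16 did not pass the test (7 higher and 0 lower when adjusted over the list alone). Ciita, the transcriptional activator of class II genes, went from 240 ± 46.6 (SD, n = 14) to 414 ± 94.9 (SD, n = 13), a log2 fold change of 0.78 (SE 0.11; limma adjusted p = 0.00185). H2-Ab1 (chromosome 17, 34257689 to 34269419 on GRCm38) went from 2125 ± 987 (SD, n = 14) to 5262 ± 1416 (SD, n = 13), and Cd74, the class II invariant chain, from 4114 ± 1834 (SD, n = 14) to 9310 ± 2010 (SD, n = 13). B2m, the light chain of class I molecules, had 0.16 (limma adjusted p = 0.461). The list's camera adjusted p was 7.35e-16, and its adjusted p = 0.149 with an estimated correlation. Its mean log2 differed by 0.44 (95% interval 0.18 to 0.70; permutation adjusted p = 0.00819) and was above the control mean in 13 of 13 knockdown-labelled regions. Of 32 interferon response genes, 1 was higher, Cxcl9, and 0 were lower (2 and 0 adjusted over the list alone; camera adjusted p = 0.117), and the list's median fold change of -0.09 and mean of 0.02 differed in sign. Irf1 had 0.39 (limma adjusted p = 0.0629) and Cxcl10 -0.05 (limma adjusted p = 0.964). Some regions shared an animal, so these p-values are too small, and the markers of T or NK cells and hepatocytes given next moved in the same direction. With the mean of the T or NK cell list as a covariate, 0 of the 5 class II genes passed the test and their median log2 fold change was 0.79 instead of 1.29.

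Markers of other cell types differed between labels as well. Of 19 hepatocyte markers, 7 were higher and 0 lower (14 and 0 adjusted over the list alone). Alb went from 403 ± 278 (SD, n = 14) to 1386 ± 1086 (SD, n = 13). The mean log2 of the hepatocyte list differed by 0.60 (95% interval 0.25 to 0.96; permutation adjusted p = 0.00974; camera adjusted p = 1.33e-19, and adjusted p = 0.0968 with an estimated correlation). Within the knockdown-labelled regions, later-numbered minus earlier-numbered ones had a median hepatocyte log2 fold change of -0.47, and within the control regions -0.12. The median between labels was 0.56, so a difference nearly as large also arose within 1 label. Of 18 T or NK cell markers, 7 were higher and 0 lower (12 and 0 adjusted over the list alone), among them the T cell receptor chain genes Cd3d at 0.39, Cd3e at 0.39 and Trac at 0.65 and the granule gene Nkg7 at 0.50. All of these were close to the background level, and Cd3d was under the limit for calling a gene above background. The T or NK list differed by 0.29 (95% interval 0.14 to 0.44; permutation adjusted p = 0.00537; camera adjusted p = 7.35e-16, and adjusted p = 0.0968 with an estimated correlation). Later-numbered minus earlier-numbered regions gave T or NK medians of 0.03 within the knockdown-labelled and 0.14 within the control regions. Of 18 macrophage or Kupffer cell markers, Csf1r rose, by 0.33 (SE 0.09; limma adjusted p = 0.0259), and 0 fell (3 higher and 1 lower adjusted over the list alone). The complement gene C1qb had 0.45 and Lyz2 0.50 (limma adjusted p = 0.0687 and 0.0825). Cd163, which was under the limit for calling a gene above background, had -0.21 (limma adjusted p = 0.0528). Of the 18 markers, 12 had positive and 6 negative fold changes. The macrophage list passed in camera (adjusted p = 0.00182), but had adjusted p = 0.238 with an estimated correlation and a permutation adjusted p = 0.200. Of 20 fibroblast markers, Thy1, which T cells also express, rose by 0.50, and 0 fell. The lists for neutrophils, B or plasma cells, endothelial cells, cholangiocytes, red blood cells and colon epithelium had 0 members called over all genes. Adjusted over the list alone, 1 gene was lower in both the cholangiocyte and the colon epithelium list, Krt19 at -0.18, which was under the limit for calling a gene above background. Above background were 3 of 12 neutrophil, 2 of 11 B or plasma cell and 5 of 17 endothelial cell markers. The same held for 6 of 11 cholangiocyte, 2 of 7 red blood cell and 1 of 14 colon epithelium markers. Fold changes of genes near background are understated, so 0 calls do not show that these cell types were unchanged. With the log2 total as a covariate, 0 members of any cell type list passed in limma (13 hepatocyte and 11 T or NK cell markers were higher at an unadjusted p under 0.05). The median log2 fold change was then 0.45 instead of 0.56 for hepatocyte markers (median SE 0.24 and 0.21), 0.28 instead of 0.32 for T or NK cell markers (median SE 0.11 and 0.09) and 0.05 instead of 0.17 for macrophage markers (median SE 0.15 and 0.13). After background subtraction the mean of the hepatocyte, T or NK cell and macrophage lists was 1.73, 1.08 and 0.03, and the median 1.61, 1.04 and 0.24. As some regions came from the same animal, these p-values are too small.

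**Figure D4:**
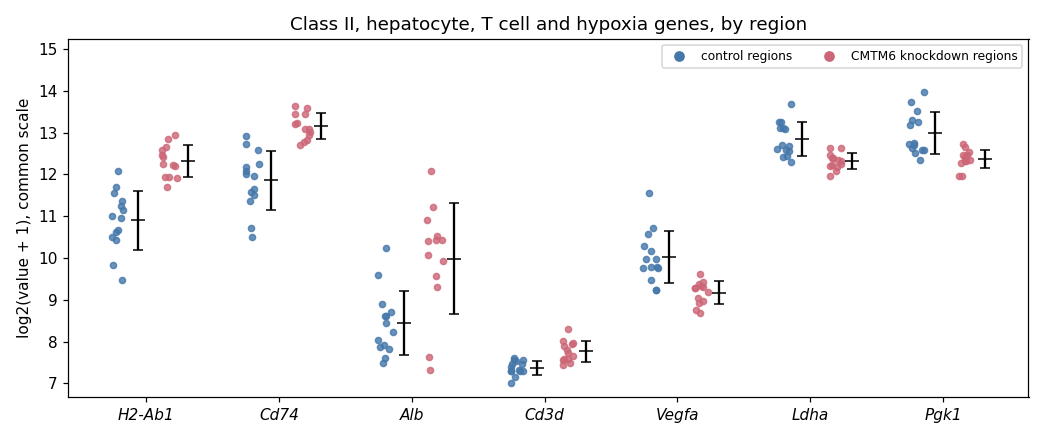
Each point is 1 region, with log2(value + 1) on the common scale on the y axis and the mean ± SD of the group beside it (14 control and 13 knockdown-labelled regions). H2-Ab1 and Cd74 are higher and Vegfa, Ldha and Pgk1 lower in the knockdown-labelled regions, and Alb varies widely between regions.

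Some genes of the hypoxia response and of glycolysis fell in the knockdown-labelled regions. Of 20 hypoxia response genes, 8 fell, 0 rose and 12 did not pass the test (13 lower and 0 higher adjusted over the list alone). Vegfa (chromosome 17, 46016993 to 46032369 on GRCm38) went from 1144 ± 622 (SD, n = 14) to 585 ± 108 (SD, n = 13). Of 23 glycolysis genes, 10 fell and 0 rose (15 and 0 adjusted over the list alone). Among them, lactate dehydrogenase Ldha fell by 0.53 on the log2 scale (SE 0.11, limma adjusted p = 0.0107), enolase Eno1 by 0.51, aldolase Aldoa by 0.53 and Gapdh by 0.39. Pdk1, a kinase that inhibits pyruvate dehydrogenase, fell by 0.63. The hypoxia list's mean log2 differed by -0.42 (95% interval -0.69 to -0.15; permutation adjusted p = 0.00735) and that of glycolysis by -0.30 (95% interval -0.46 to -0.14; permutation adjusted p = 0.00537), and 13 of 13 knockdown-labelled regions were below the control mean for both. Camera gave adjusted p = 2.63e-09 and 4.38e-07, and adjusted p = 0.371 for both with an estimated correlation. The lists share genes. Aldoa did not pass with the same upper quartile, at -0.49 (limma adjusted p = 0.0592), and with housekeeping scaling the mean of the hypoxia list was -0.28 and that of glycolysis -0.16. The housekeeping genes included Pgk1 of the hypoxia list and Gapdh of the glycolysis list. Their own mean was -0.14, so scaling by them shrinks these decreases. Of 12 glucose transporters, of which 3 were above background, 0 were called. Slc2a6 had 0.21 (limma adjusted p = 0.0817). With the log2 total as a covariate, 0 members of the hypoxia and glycolysis lists passed the test in limma (12 and 13 were lower at an unadjusted p under 0.05), and the median log2 fold change of their members was -0.37 and -0.26 (median SE 0.17 and 0.11) instead of -0.44 and -0.33 (median SE 0.14 and 0.10). Control regions 6 and 7 had the highest hypoxia list means, at least 10.69 against 10.21 or less in the other control regions. Without them the hypoxia list differed by -0.27 (permutation adjusted p = 0.0098) and glycolysis by -0.23 (permutation adjusted p = 0.00959), and 5 members of each list fell. The hepatocyte and T or NK cell markers described above moved in the opposite direction. Later-numbered minus earlier-numbered regions gave hypoxia medians of -0.26 within the control and -0.02 within the knockdown-labelled regions. Some regions shared an animal, so these p-values are too small.

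Cell cycle genes did not separate the labels. Of 28 G2/M genes and 27 G1/S genes, 0 were called. Bub1, a mitotic checkpoint kinase, had -0.20 (limma adjusted p = 0.367). The mean log2 of the lists differed by -0.02 (95% interval -0.21 to 0.17) and -0.03 (95% interval -0.19 to 0.13). Of 22 genes of Rab11 recycling, 1 was higher, Ehd3, at 0.17, close to background (limma adjusted p = 0.0309), and the list differed by -0.01 (95% interval -0.06 to 0.05). The differences of the G2/M, G1/S and Rab11 lists were above 0 with the same upper quartile, at 0.02, 0.01 and 0.03, and Ehd3 then did not pass, at 0.21 (limma adjusted p = 0.0763). As deposited, 28 of 28 G2/M genes were called lower. These p-values are too small because some regions shared an animal.

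Several lists of general cell functions had lower members on the common scale. All 76 cytosolic ribosomal protein genes had negative fold changes (60 with quantile normalization and 55 with housekeeping scaling) and 6 fell (23 adjusted over the list alone), such as Rps12 at -0.28 and Rplp0 at -0.32. Camera gave adjusted p = 4.08e-13, and adjusted p = 0.847 with an estimated correlation. Of 33 translation factors 2 fell, Eif3c at -0.28 and Eef1b2 at -0.27 (6 adjusted over the list alone; camera adjusted p = 4.70e-05, and adjusted p = 0.847 with an estimated correlation). Of 23 cholesterol synthesis genes 0 were called, although all 23 had negative fold changes (18 with housekeeping scaling), such as Cyp51 at -0.50 and Fdps at -0.49 (camera adjusted p = 0.000275, and adjusted p = 0.847 with an estimated correlation). Of 39 DNA repair genes 3 fell, Atr at -0.25, Xrcc6 at -0.31 and Xpa at -0.21 (4 adjusted over the list alone; camera adjusted p = 0.00775, and adjusted p = 0.850 with an estimated correlation), but Atr and Xpa did not pass with the same upper quartile (limma adjusted p = 0.0508 and 0.118). Of 20 p53 targets, Btg2 rose by 0.27 and 0 fell (1 and 5 adjusted over the list alone), Bax had -0.21 (limma adjusted p = 0.0506), and the list's mean log2 differed by -0.13 (permutation adjusted p = 0.0166; camera adjusted p = 0.250). Of 20 EGF and PDGF family ligands and receptors 2 fell, Vegfa and Erbb3 (2 adjusted over the list alone), and the list differed by -0.14 (permutation adjusted p = 0.0028; camera adjusted p = 0.261). Erbb3 was under the limit for calling a gene above background and did not pass with the same upper quartile (limma adjusted p = 0.0726). Of 9 immune and growth markers that the study stained in these tumours, 0 were called (1 higher adjusted over the list alone, camera adjusted p = 0.0126, and adjusted p = 0.0968 with an estimated correlation), while the list's mean log2 differed by 0.13 (95% interval 0.05 to 0.20; permutation adjusted p = 0.0122) and was above the control mean in 13 of 13 knockdown-labelled regions. The study chose this list from the same kind of tumours, so it is not independent evidence. Of 23 housekeeping genes 4 fell, Tfrc, Pgk1, Gapdh and Rpl13a (6 adjusted over the list alone, camera adjusted p = 0.0749). Housekeeping scaling moved the median of all genes to 0.10 and the mean of the DNA repair and p53 lists to 0.05 and 0.02, and it left the mean of the EGF and PDGF family at -0.0013, of ribosomal proteins at -0.03, of translation factors at -0.01, of cholesterol synthesis at -0.14 and of the stained markers at 0.27. In the lists for apoptosis, TGF-beta signalling, endosome and lysosome, and chromatin modifiers, Birc3 rose by 0.27 and Id2 by 0.29, whereas Tgfb2, which was under the limit for calling a gene above background, was at -0.21, Ctsl at -0.44 and Tet2 at -0.23, and of these 5 only Id2 passed with the same upper quartile. The lists for the CMTM family, TCA cycle, proteasome and oxidative phosphorylation had 0 members called in limma, adjusted over all genes or over the list alone. With the log2 total as a covariate, 0 members of the lists in this paragraph passed in limma, and at an unadjusted p under 0.05 there were 6 ribosomal, 2 translation, 0 cholesterol synthesis and 5 DNA repair genes lower. The median log2 fold change was then -0.08 instead of -0.29 for cholesterol synthesis (Cyp51 at -0.17 and Fdps at -0.15), -0.11 instead of -0.17 for ribosomal proteins, -0.09 instead of -0.16 for translation factors and -0.08 instead of -0.13 for p53 targets (median SE 0.15, 0.09, 0.09 and 0.09). None of the 11 lists that camera called with a preset correlation kept an adjusted p under 0.05 with an estimated one. As some regions came from the same animal, these p-values are too small.

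**Figure D5:**
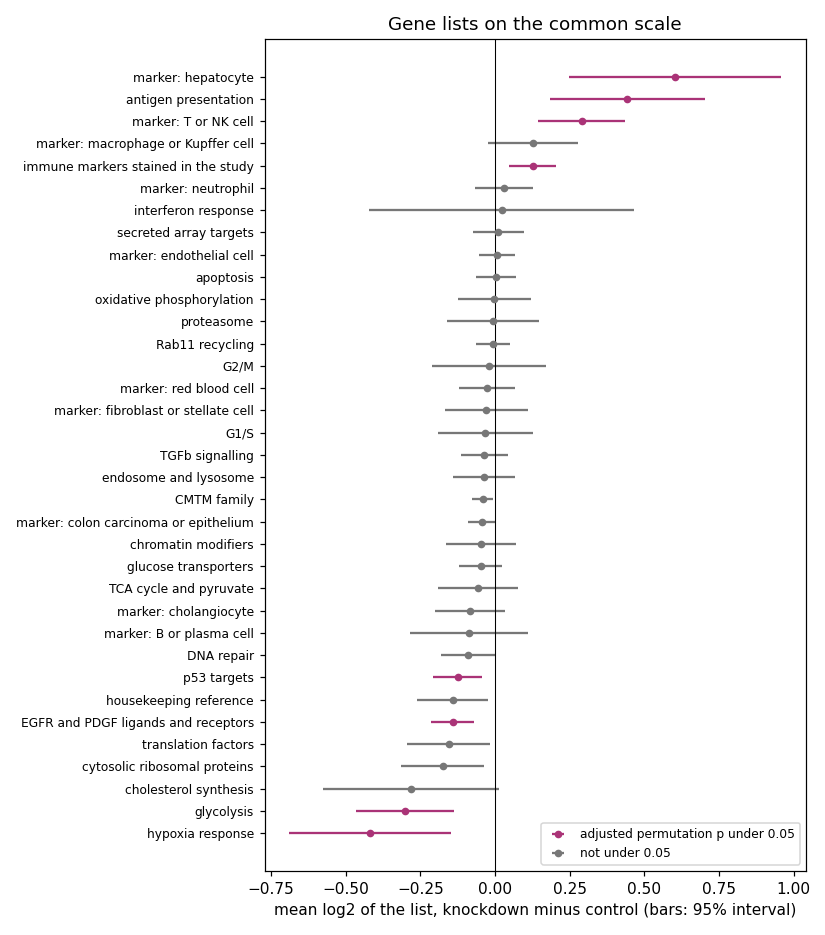
Each point is the difference in the mean log2 value of a gene list between knockdown-labelled and control regions on the common scale, with its 95% interval, on the x axis, and the lists are on the y axis. Of the 35 lists, 4 were higher and 4 lower at a permutation adjusted p under 0.05, led by hepatocyte markers at 0.60 and the hypoxia response at -0.42.

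The study compared the transcripts of proteins secreted less by knockdown cells in culture, and 58 of them were measured here. On the common scale 3 were higher and 2 lower (3 and 2 adjusted over the list alone), and 53 did not pass the test. Tnf was at 0.30, Ccl19 at 0.27 and Cxcl9 at 1.15, and Vegfa was at -0.85 and Cxcl11 at -0.25. Cxcl11 was under the limit for calling a gene above background and turned to 0.19 after background subtraction. The list's mean log2 differed by 0.01 (95% interval -0.07 to 0.10; camera adjusted p = 0.0829). As deposited, 48 of the 58 were called lower and Tnf and Ccl19 were among them, at -0.20 and -0.23. The study chose this list on its own cells in culture, not on these regions. Because some regions shared an animal, these p-values are too small.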

Values the study reported

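The study reported that its probe panel covers 20,177 mouse transcripts and that 19,616 transcripts were detected in MC38 cells of each area. It selected 14 areas in control metastases and 13 in CMTM6-knockdown metastases, each from 3 mice. A supplementary legend of the study gives these numbers the other way round, 14 in knockdown and 13 in control metastases. At a fold change of 1.5, it found 6876 transcripts lower and 10 higher in the knockdown metastases (P < 0.05). Of 59 cytokine and chemokine transcripts examined, it found 50 to be lower and 9 not to be.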

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

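The same upper quartile, both covariates and the fits without doubted regions were chosen after seeing the data. No paired analysis was possible because the labels give regions of the groups no shared numbers. Pseudocounts of 0.1 and 5 left the direction and call of 117 results each as they were. A rank-sum test called 0 genes with a normal approximation (lowest adjusted p 0.0545), and the exact form, chosen after that was seen, called 189 higher and 415 lower, with 3808 genes at an unadjusted p under 0.05. The cause of the changes below was not tested except where the scaling itself sets them.

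For called genes (256 higher, 507 lower; 41 and 23 at the study's thresholds), the deposited values gave 14 and 19222 (8 and 6255), which the separate scaling sets. The lower count was 146 with the same total, 212 with TMM, 213 with the same upper quartile, 180 after background subtraction and 921 without the region of highest background in each group. Quantile normalization gave 478 higher. Housekeeping scaling gave 1703 higher and 61 lower (86 and 7 at the study's thresholds), and background subtraction 601 and 471 at the study's thresholds. The background ratio as a covariate gave 461 and 1566, and the log2 total 23 and 4 (8 lower at the study's thresholds). With each region left out, the higher count was 141 to 333 and the lower 204 to 1109. Without control region 3, 6 or knockdown-labelled region 8 the higher count was 141, 161 or 144 and the lower 218, 233 or 204; the lower count was 330, 332, 252, 334, 299 or 1109 without control region 2, 5, 8, 9, 10 or 13, and 322 or 336 without knockdown-labelled region 10 or 11 (regions numbered within a group). At the study's thresholds 10 were lower without control region 6. Without control regions 6 and 7 together, 133 were higher and 163 lower (8 lower at the study's thresholds). Without the region with the lowest total, 8 results, Alb, Apoa1, Adm2 and Fam162a among them, were no longer called.

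As deposited, genes moved with the offset: Cmtm6 -0.57, Slc2a1 -0.95, Rab11a -0.52, Rab11b -0.52 and Mki67 -0.53 passed the test, and B2m -0.34, Cd3d -0.11, Nkg7 -0.00031, Cd3e -0.11, Csf1r -0.17, Tnf -0.20, Ccl19 -0.23, Ehd3 -0.33, Slc2a6 -0.30, Btg2 -0.23, Birc3 -0.24, Id2 -0.21 and Thy1 -0.0075 turned negative. Cxcl11 turned to 0.19 after background subtraction. With the log2 total as a covariate 48 results lost their call.

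As deposited, camera's direction turned for several lists, given with their median relative to all genes: cholesterol synthesis (median -0.25), hypoxia response (-0.41), EGF and PDGF family (-0.058), endosome and lysosome (-0.0055), oxidative phosphorylation (0.033) and B or plasma cells (-0.0032), and 7 gene lists and 7 cell type lists were called higher. The gene lists called higher were 2 on the common scale, 4 with quantile normalization, housekeeping scaling, region weights, the background ratio or without control regions 6 and 7, and 5 with the log2 total; with an estimated correlation 0 gene or cell type lists were called in either direction.

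The global shift of -0.50 was -0.52 to -0.49 with each region left out, 0.058 with the same total, 0.037 with TMM, 0.14 with housekeeping scaling and 0.042 with the same upper quartile. The background list's -0.53 became 0.025, 0.0041, 0.11 and 0.0090 under these, and -0.033 with the same median; these scalings remove such a shift by design. Signal over background limits genes near the background level, where fold changes are understated.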

Other observations

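The tests in this part were chosen after the results were seen, except those of Cmtm6 against the macrophage list, of adjacent region numbers and of random splits. The bounds for hepatocytes and macrophages were set before those covariates were fitted, but after the class II genes had been seen to be higher. The bounds for the splits into runs of region numbers were rewritten after a first result had been seen, and for the test of carcinoma cells the G2/M list took the place of the colon epithelium list, of which 1 of 14 genes was above background, and its difference from the hypoxia list the place of its own interval (lower bound -0.21). The test of separate normalization by the spread of the upper quartile replaced one whose outcome the scaling fixes.

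Several of the genes with the largest decreases varied more between control regions than between knockdown-labelled regions on the common scale. Atf5 was 2413 ± 896 (SD, n = 14) and 1409 ± 200 (SD, n = 13), Stc2 548 ± 177 (SD, n = 14) and 342 ± 47.4 (SD, n = 13), Aldh1l2 958 ± 501 (SD, n = 14) and 509 ± 80.5 (SD, n = 13), and Trib3, which did not pass the test, 1437 ± 768 (SD, n = 14) and 768 ± 170 (SD, n = 13). These genes were singled out after their values were seen, and neither a shared pathway nor the difference in spread was tested.

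Nearly all genes were lower in the deposited values. Normalization of each group alone would leave the upper quartile equal within groups and not between them, and its coefficient of variation within groups was at most 0.184% against a 1.46-fold difference between groups (setting all regions to one upper quartile brings the median log2 fold change to 0.0043, but does so by design). Fewer transcripts per cell over an unchanged nonspecific background would have raised the ratio of background to upper quartile, but its log2 difference was 0.02 with an upper 95% bound of 0.145, against a shift of -0.50, which argues against that explanation as long as the background does not fall with the rest. The bound is over regions, some of which shared an animal, so the interval is too narrow. The offset equals the difference in the upper quartile counted in steps, -0.55 (95% interval -0.95 to -0.14; permutation p = 0.00788), whose spread between regions the normalization had removed. Whether the lower totals came from smaller segments, fewer cells or less sequencing remains open, since segment areas and cell counts were not analysed here.

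The Cmtm6 transcript was not lower relative to other genes. Its mean log2 value lay 1.65 above the limit of the background genes, so a probe that reads background alone is excluded, and after background subtraction its log2 fold change was -0.08 (SE 0.09). Cells other than MC38 might supply the signal, and Cmtm6 followed the macrophage markers with Spearman's rho 0.376 in control regions (permutation p = 0.185; Pearson's r 0.125, permutation p = 0.673, and 0.0178 without the 2 farthest regions) and 0.0659 in knockdown-labelled regions (permutation p = 0.835; Pearson's r 0.221, permutation p = 0.441, and 0.401 without them); over 6 such relations the lowest adjusted p was 0.862 for rho and 0.991 for r, so these correlations do not decide. On a mislabelled group the tables do not decide: the T or NK cell list was higher by 0.29 (permutation adjusted p = 0.00537), the list of stained markers was higher by 0.13 (permutation adjusted p = 0.0122), glycolysis was at -0.30 (permutation adjusted p = 0.00537) and Csf1r rose by 0.33 (limma adjusted p = 0.0259), while Slc2a1 at -0.45, Cd8a at 0.32, Acta2 at 0.30, the macrophage marker Adgre1 at 0.17 and the B cell marker Ms4a1 at -0.0048 did not pass (limma adjusted p = 0.224, 0.0564, 0.317, 0.624 and 0.977). The T or NK cell and glycolysis lists went the way the study describes after knockdown and Csf1r the other way to its macrophages, the stained list mixes markers it describes as rising and as falling, and a loss of the knockdown in the animals was not tested. The study gives its numbers of control and knockdown areas both ways round, in its main text and in a supplementary legend.

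The 5 class II genes were higher and 8 of 20 hypoxia response genes lower. The median of the 5 class II genes was 1.29 on the log2 scale, and it was 1.11 with the hepatocyte list, 1.26 with the macrophage list and 1.44 with the log2 total as a covariate, with 5 of 5 genes still called each time. These values argue against more hepatocytes or lower totals as the whole cause. For macrophages the covariate cannot decide, because the list's mean differed little between labels (0.13, permutation adjusted p = 0.200). Of its members, 12 had positive and 6 negative fold changes. With the T or NK cell list as a covariate the class II median was 0.79 with 0 of 5 called, and over all genes 6 higher and 28 lower calls were left, so the class II change cannot be told apart from whatever varies with these markers, because the list itself differs between labels. Cell types without a list were not tested. The hypoxia list's median was -0.44 and it was -0.37 with the log2 total as a covariate (median SE 0.14 and 0.17), so the total accounts for little of the fold, and the calls ended (0 passed) with a smaller fold and a larger SE, while without control regions 6 and 7 the list differed by -0.27 instead of -0.42. Fewer carcinoma cells per segment might lower the G2/M list, genes of dividing cells, along with the hypoxia list. The G2/M list differed by -0.02 (95% interval -0.21 to 0.17) and the hypoxia minus G2/M difference by -0.40 (upper 95% bound -0.024; permutation p = 0.0323). That p is too small and the intervals are too narrow, as some regions shared an animal. The difference rests on control regions 6 and 7 (-0.20 without them, permutation p = 0.12). The test cannot decide, because the study reported more cells in G2 after knockdown in culture, so the list need not follow the number of carcinoma cells. Differences between the few mice of each group were not tested and may underlie both patterns.

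Regions with adjacent numbers resembled each other: their residuals over 10799 genes, after each group's mean was removed, correlated at 0.123 on average, against -0.11 for other pairs of the same group (one-sided permutation p = 0.0006 over 10000 shuffled orders within groups).

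Of 100 random splits of the regions, 1 gave as many called genes as the labels' 763, the labels themselves, and the highest other split gave 5; at the study's thresholds 1 of 100 gave as many as 64, and the highest other split gave 31. Chance assignment of single regions is therefore excluded for both counts, but random splits break up neighbouring regions. Among 12 splits into unbroken runs of region numbers that put 8 or more regions on the other side, the highest count was 551, while 10 random splits with 8 to 9 regions on the other side called at most 0, so the count of 763 cannot be told apart from resemblance among neighbouring regions. A run that put 4 of the 27 regions on the other side called 839, but it mostly repeats the labels and does not bear on this. For the gene lists, 63 of 100 splits called as many lists as the labels' 11 with camera's preset correlation, and the highest other split called 25, so chance cannot be excluded for that count and the samples hold structure that the preset correlation ignores.

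At the study's thresholds the common scale gave 23 genes lower and 41 higher. The first is lower and the second higher than the values quoted from the study above. Of the 58 secreted protein transcripts, 10 were lower on the common scale at an unadjusted p under 0.05 in limma, and 48 as deposited. The first is lower than the value quoted from the study above. As deposited, 6255 genes were lower and 8 higher at those thresholds.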
